A study of Mus musculus with 32 samples. Its data were reported in "Epigenetic traits inscribed in chromatin accessibility in aged hematopoietic stem cells" (2022).

How the data were processed

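Gene expression was measured by RNA sequencing in 8 fractions of mouse bone marrow: hematopoietic stem cells (HSCs), the multipotent progenitors (MPPs) MPP1, MPP2, MPP3 and MPP4, and progenitors of granulocytes and macrophages (GMPs), of megakaryocytes and erythrocytes (MEPs) and of lymphoid cells (CLPs). Each fraction was sorted by flow cytometry from female C57BL/6 mice at 10 weeks (Young) and at 20 months (Aged). Per the labels there were 2 libraries in each of the 16 groups, 32 in all. The study says in one place that marrow was pooled by age and sorted in duplicate, and in others calls the duplicates independent or biological, without saying which mice went into each. If both duplicates of a group came from one pool, the spread between them covers sorting, library preparation and counting but not the variation from mouse to mouse. Every error and p-value given here carries that limit.

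The authors extracted total RNA, amplified cDNA with a template-switching kit for low input (SMARTer Ultra Low Input), sheared it and sequenced single reads on a HiSeq2500. They aligned reads with TopHat2 and Bowtie2 to the mouse genome mm10, assigned them to genes of an iGenomes annotation and took gene counts from StringTie. The deposited gene table holds these raw counts as whole numbers, and no use of strand was stated for them. StringTie divides a read that several transcripts could have given, so counts of overlapping genes, antisense genes and near-identical copies are uncertain. The reads carried no molecular identifiers, so copies made by PCR were counted as reads. A second deposited table holds the signal of each library as normalized counts, which the authors made with DESeq2. In its 12 columns that could be matched by name to a library (GMPs, MEPs and CLPs) the raw count divided by the normalized value was the same for each gene of a column, between 0.816 and 1.15 across columns. The other 20 columns of that table were not matched to a library by name and were not used. In 8 further tables, 1 for each fraction, the authors deposited their own DESeq2 comparison of Aged with Young cells, with log2 fold changes, a test score (the Wald statistic) and p-values with and without adjustment. For HSCs and MPP1 to MPP4 the number of genes with a mean of 0 in these tables equalled the number of genes without a count in the 4 libraries of the fraction. For GMPs, MEPs and CLPs it equalled the 6683 genes without a count in any library, so those 3 comparisons were fitted on all 32 libraries. These tables were used only to set their calls beside those computed here, which is a second analysis of the same libraries and not independent evidence.

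The count table held 24421 genes by symbol. Of these, 27 had names turned into dates, as spreadsheet programs do. They held 0.188% of all counts, stayed in the library sizes and tests, and are not named. The table held 0 mitochondrial genes. For genomic positions and for GC content and length, 23350 symbols matched the GENCODE M21 annotation of GRCm38 (mm10) directly, 669 matched through an older symbol and 402 had no match. Positions and identifiers given for genes come from that annotation.

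The total count per library ranged from 11237384 to 17723245 with a median of 13489609. A count of 0 allows up to 3 counts, which was 0.169 to 0.267 CPM (counts scaled to the library total) depending on the library. Such floors cover counting error alone, because amplified reads are not independent molecules. Where both libraries of one age were at or under 3 counts, the change is given as a bound computed against the floor.

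Sample groups, tests, named genes and gene lists were fixed before the data were examined, apart from the exceptions named here. The main test was the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3) on raw counts, with TMM normalization (factors 0.807 to 1.11), a filter on low counts (filterByExpr over the 16 groups, 14154 genes kept) and 1 mean per group, fitted on all 32 libraries together with 16 residual degrees of freedom. The common dispersion was 0.0127, a coefficient of variation of 0.113, and the prior degrees of freedom were 4.93. There were 11 contrasts: Aged against Young in each of the 8 fractions, the mean of these differences over MPP1 to MPP4, the difference in HSCs minus that mean, and the difference in CLPs minus that mean. The 2 last contrasts test whether age effects differ between fractions. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and genes with an adjusted p under 0.01, the level of the study, are called higher or lower. All tests were two-sided.

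Gene lists were tested with camera (limma 3.58.1) on the same fit with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 77 tests, for 7 lists by 11 contrasts. The lists were cell cycle S phase (43 genes), cell cycle G2M phase (54), interferon response (50), TGF-beta signalling (54, of which 51 were tested), an aged HSC signature from general knowledge of the field (54, of which 53 were tested), platelet lineage (28, of which 26 were tested), and immediate early and heat shock genes (31). The level of 0.01 for lists was taken after their p-values had been computed. The list tests treated as main comparisons (both cell cycle lists in all contrasts, and the aged HSC signature in HSCs and in HSCs against MPP1 to MPP4) were also picked after list results had been seen. Marker lists of erythroid cells (11 genes in the table), neutrophils (11), mature B and plasma cells (12), T cells (10) and megakaryocytes and platelets (10) were written in advance. Lists of macrophage (14), B cell progenitor (12), basophil and mast cell (9) and red cell (12 in the table) genes were written after marker and gene values had been seen. Marker lists were described by their median log2 fold change and summed CPM.

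Overlap of calls between fractions was tested with Fisher's exact test over the 14154 genes, with Benjamini-Hochberg adjustment over 56 tests. Different fractions share no library. They do share the dispersion of each gene in the fit, so genes of low spread are more readily called in every fraction. The expected numbers assume independent calls, and none were computed for calls in opposite directions. The change of genes called in HSCs was followed into each other fraction as the median log2 fold change with the sign of the HSC change, beside 10000 random lists of the same size matched on mean expression in 50 bins. Differences between libraries were taken as the root mean square difference in log2 CPM over tested genes with a prior count of 2. Named genes were (1) those the study discusses by name for expression, (2) the genes of the 8 antigens used in sorting, (3) the 5 highest and the 5 lowest log2 fold changes in HSCs and the highest and the lowest in each other fraction, among called genes with a mean of at least 5 CPM in an age and both libraries of one age above both of the other, and (4) the 5 largest mean absolute changes among genes called in the same direction in at least 7 fractions. Gene values are mean CPM ± SD of 2 libraries.

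Alternatives were DESeq2 size factors in place of TMM, no filter beyond 1 count, the DESeq2 1.42.0 Wald test, the replicate number as a block, offsets for GC content and gene length (loess, span 0.3) with and without that block, an adjusted p under 0.05, an absolute log2 fold change of at least 1 in addition, counts thinned to the smallest library total, the 4 libraries of a fraction alone, the 16 MPP libraries alone, limma on log2 of the deposited normalized value + 1, fry and camera with an estimated correlation for lists, a prior count of 0.5 or a mean of at least 20 CPM for distances, and leaving out each library in turn. DESeq2 on the 4 libraries of a fraction alone was added after seeing the data. Without 1 library its group has no duplicate, so those fits kept the dispersion trend of all 32 libraries and gave values only.

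Part of the steps was tested on simulated counts drawn from the means and sizes of the real libraries. These were edgeR with and without block or offsets, DESeq2, edgeR on a fraction alone, the overlaps and the list tests. With 200 genes changed 2-fold in HSCs among 13973 tested, edgeR called 181 of them and 1 unchanged gene. For the mean over MPP1 to MPP4 it called 196 and 1, and in GMPs, where no gene had been changed, it called 0. DESeq2 called 181 and 5 among 14154 genes, and edgeR on the HSC libraries alone called 181 and 1 among 12815. Of 50 unchanged lists of 30 genes, camera and camera with estimated correlation gave 0 with p under 0.05 and fry gave 1. The simulated genes were drawn independently with 1 common dispersion, and only well counted genes were changed. These numbers therefore do not test lists of correlated genes, or spread that differs between genes or fractions. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.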

Results

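Transcriptomes of 8 sorted fractions of bone marrow were compared between young mice (10 weeks) and aged mice (20 months), with 2 libraries per fraction and age and 32 libraries in all. The fractions run from HSCs through MPP1, MPP2, MPP3 and MPP4 to the more restricted GMPs, MEPs and CLPs. Total counts per library were 11252143 to 14220196 in young and 11801882 to 14535569 in aged HSCs, 13291845 to 13516329 and 12985649 to 14544807 in MPP1, and 12460872 to 13222504 and 14201154 to 14766841 in MPP2. They were 12183221 to 13489993 in young and 13328009 to 14502768 in aged MPP3, and 12471169 to 15140331 and 13489226 to 13855471 in MPP4. GMPs had 17387889 to 17723245 in young and 13161206 to 13426057 in aged libraries, MEPs 14548313 to 16351862 and 11237384 to 12127426, and CLPs 12705870 to 12978956 and 13983503 to 14011071. Xist, a transcript of female cells, had 357 to 3770 counts in each of the 32 libraries.

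Genes of the antigens used for sorting were read as a check of the fractions in young cells. Kit had a mean of 1270 CPM in HSCs and 94.6 in CLPs, Cd34 had 1689 in MPP4 and 0.336 in MEPs, and Slamf1 had 58.7 in HSCs and 0.340 in MPP4. Cd48 had 1.14 CPM in HSCs and 138 in MPP3, Flt3 1127 in MPP4, Il7r 151 in CLPs and Fcgr3 391 in GMPs. Ly6a had 320 CPM in HSCs and 0.245 in MEPs. Ly6a was called higher in aged CLPs, at 33.6 CPM in young cells and 201 in aged cells (log2 fold change 2.6, adjusted p 9.82e-04), and Cd48 was called higher in aged MPP1, MPP2, MPP3 and MPP4, with log2 fold changes of 1.02, 0.69, 0.70 and 0.74.

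Fraction accounted for 85.0% of the variance in log2 CPM over tested genes, age within fraction for 9.05% and differences between duplicates for 5.92%. The first and second principal components held 40.8% and 22.2% of the variance. The root mean square log2 difference between duplicates was 0.521 in young and 0.576 in aged HSCs, and the mean difference between ages was 0.738, a ratio of 1.28. The same ratio was 1.35 in MPP1, 1.47 in MPP2, 1.57 in MPP3, 1.40 in MPP4, 1.10 in GMPs, 1.24 in MEPs and 1.37 in CLPs, so libraries of different ages were farther apart than duplicates in each fraction. Over the 8064 genes with a mean of at least 20 CPM the ratio made its largest move, to 2.31 in MPP2, and fell to 1.18 in HSCs, while in MPP3 a prior count of 0.5 moved it more, to 1.42. Young GMPs (0.755) and young MEPs (0.840) had the largest differences between duplicates.

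**Figure D1:**
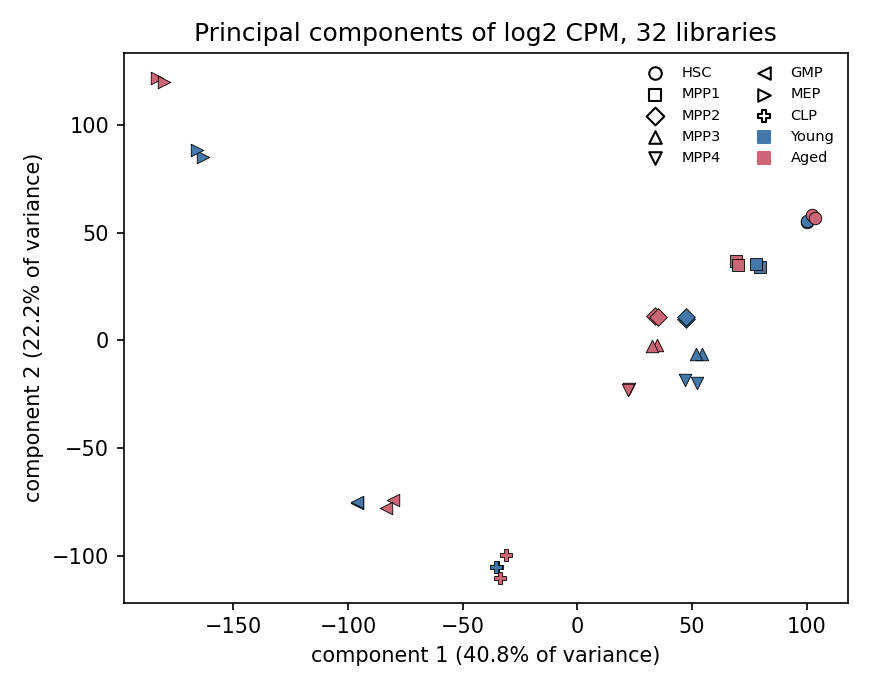
Each point is 1 of the 32 libraries on the first (40.8% of variance) and second (22.2%) principal components of log2 CPM, with marker shape for the fraction and colour for the age. Libraries lie together by fraction first, with fraction holding 85.0% of the variance and age within fraction 9.05%.

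Differential expression with age was asked in each fraction over 14154 genes. At an adjusted p under 0.01, 529 genes were upregulated and 235 downregulated in aged HSCs. The numbers higher and lower were 667 and 296 in MPP1, 636 and 469 in MPP2, 1152 and 820 in MPP3, and 1459 and 888 in MPP4. They were 1405 and 1269 in GMPs, 1286 and 1658 in MEPs, and 808 and 670 in CLPs. The share of called genes that was higher ran from 69.3% in MPP1 to 43.7% in MEPs. With DESeq2 size factors the share in MPP4 was 52.0% in place of 62.2% (1175 higher and 1085 lower) and the balance in MPP3 turned to 945 higher and 991 lower, and without a filter on low counts the share was 30.6% in MEPs (883 and 2004) and 47% in MPP2 (451 and 508) in place of 57.6%. As a ratio to the total above, the alternatives that moved the totals most were a fit of only the 4 libraries of a fraction, with 207 genes in HSCs, 734 in MEPs and 128 in CLPs, and an absolute log2 fold change of at least 1 in addition, with 150 in MPP1, 231 in MPP2, 415 in MPP3, 427 in MPP4 and 574 in GMPs. In number of genes the fit of 4 libraries moved MPP1 (2421) and MPP2 (3336) further, and an adjusted p under 0.05 moved HSCs further (1587). With that size required the balance turned in MPP2 (53 higher and 178 lower), MPP3 (72 and 343), MPP4 (106 and 321) and CLPs (228 and 236). It also turned in GMPs with offsets for GC content and gene length (961 and 1102). With those offsets 1622 of 2674 genes in GMPs (60.7%) and 2067 of 2944 in MEPs (70.2%) were called again. In the other fractions the share ran from 89.8% in MPP2 to 97.4% in HSCs. The median absolute log2 fold change of called genes, which depends on the changes that pass, was 0.75 in HSCs and 0.52 to 0.71 in the other 7 fractions. In at least 1 fraction 6542 genes were called, of which 2949 were called in exactly 1 and 1345 were higher in one fraction and lower in another. Lower in all 8 fractions were 4 genes, and in at least 7 fractions 19 genes were higher and 21 lower.

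**Figure D2:**
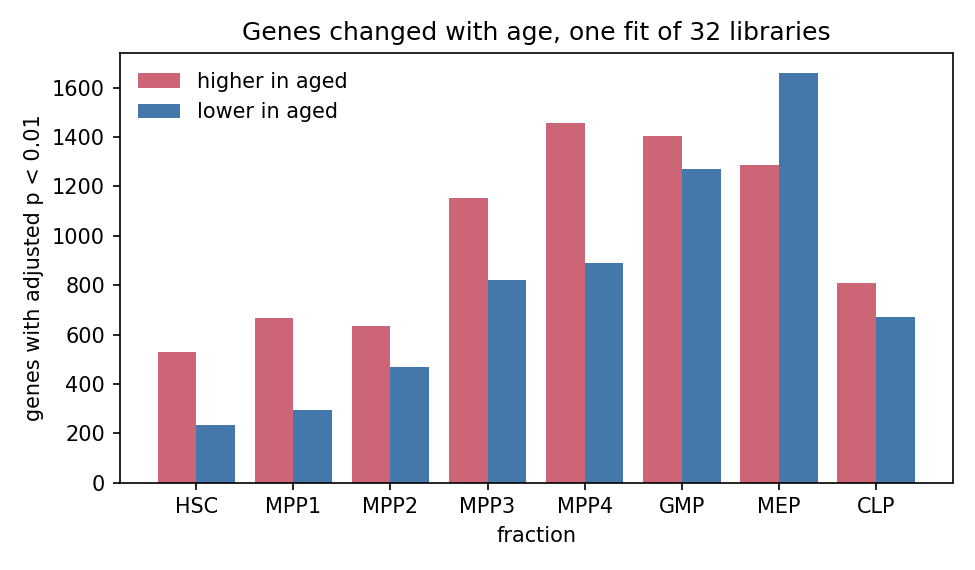
Bars give the number of genes with an adjusted p under 0.01 in each fraction, for genes higher in aged cells and genes lower in aged cells. The totals ran from 764 genes in HSCs to 2944 in MEPs.

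In the authors' deposited table for HSCs, 291 genes were higher and 127 lower at the same level. The totals in the authors' deposited tables were 2575 for MPP1, 1996 for MPP2, 1764 for MPP3, 1866 for MPP4, 3466 for GMPs, 3728 for MEPs and 2171 for CLPs. Of 418 genes called in the authors' deposited table for HSCs, 302 were also called here, all in the same direction. In the other fractions 946 to 2911 genes were called both ways, again all in the same direction. The log2 fold changes of the 2 analyses correlated across genes with coefficients between 0.951 in CLPs and 0.997 in HSCs, and genes are not independent replicates.

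Among the genes the study discusses by name, Selp (ENSMUSG00000026580.16, chromosome 1, 164115264 to 164150026, plus strand) rose from 39.6 ± 4.47 CPM in young to 459 ± 6.87 CPM in aged HSCs (SD, n = 2; log2 fold change 3.58, SE 0.15, adjusted p 1.60e-12). Selp was also higher in MPP1 to MPP4 (2.16, 1.68, 1.66 and 1.97) and in GMPs (1.83), and in CLPs it rose by at least 4.26 on the log2 scale from 3 and 0 counts to 56 and 71. In MEPs its log2 fold change was 1.05 (adjusted p 0.140). Clu (ENSMUSG00000022037.15, chromosome 14, 65968483 to 65981547, plus strand) rose from 27.4 ± 0.575 to 226 ± 27 CPM in HSCs (3.09, SE 0.23, adjusted p 1.14e-08) and by 2.85 in MPP1, but was lower in aged MPP3 (-3.55, adjusted p 2.77e-05). Aurkb (ENSMUSG00000020897.12, chromosome 11, 69045647 to 69051664, plus strand) rose from 14.3 ± 2.59 to 29 ± 1.00 CPM in HSCs (1.06, SE 0.12, adjusted p 3.08e-06, and 0.0203 in a fit of the 4 HSC libraries alone). The log2 fold change of Aurka (ENSMUSG00000027496.15, chromosome 2, 172356190 to 172370535, minus strand) in HSCs was 0.28 (adjusted p 0.182) and ranged from 0.08 without aged HSC replicate 2 to 0.45 without aged HSC replicate 1. Calr (ENSMUSG00000003814.8, chromosome 8, 84841850 to 84846934, minus strand) was higher in aged HSCs by 0.25 (adjusted p 0.00100, and 0.305 in a fit of the 4 HSC libraries alone).

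Of the genes with the largest changes in HSCs, Muc1 (ENSMUSG00000042784.9, chromosome 3, 89229057 to 89233381) rose from 0.868 ± 0.532 to 53.1 ± 6.54 CPM (log2 fold change 6.02, SE 0.61, adjusted p 2.57e-06) and C4b (ENSMUSG00000073418.4, chromosome 17, 34728380 to 34743882) from 1.01 ± 0.833 to 55.4 ± 4.65 CPM (5.88, SE 0.39, adjusted p 2.90e-08). Prss34 rose from 0 counts in both young libraries to 63 and 182, at least 5.07 on the log2 scale. Gm8909 and C130026I21Rik rose by at least 7.91 and 4.82. Both have close relatives in the genome, so reads assigned to them are uncertain, and with DESeq2 the adjusted p of Gm8909 was 0.501. The largest falls were those of Igf1 (chromosome 10, 87858265 to 87937042; 13.6 ± 0.518 to 0.980 ± 0.412 CPM; -3.76, SE 0.62, adjusted p 4.76e-04), Bank1 (-3.11, adjusted p 8.70e-04), Vcam1 (chromosome 3, 116109949 to 116129688; 13.5 ± 2.43 to 1.77 ± 0.224 CPM; -2.88, SE 0.27, adjusted p 3.42e-07), Itgb5 (chromosome 16, 33829665 to 33949338; 23.1 ± 3.41 to 3.37 ± 0.687 CPM; -2.72, SE 0.20, adjusted p 2.68e-08) and Plxna2 (-2.6, adjusted p 0.00579, and 0.0108 with replicate number as a block).

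Whether changes of aged HSCs were carried into their progeny was asked by following the 764 HSC genes into the other fractions, with the sign of the HSC change. Their median log2 fold change was 0.50 in MPP1, 0.38 in MPP2, 0.42 in MPP3 and 0.45 in MPP4, with 95.9%, 86.0%, 83.6% and 83.0% of genes on the same side. None of 10000 random lists of matched expression reached these medians, and the central 95% of random medians lay between -0.03 and 0.04. The alternative that moved these medians most was an adjusted p under 0.05 for the HSC genes, with 0.40 in MPP1 and 0.34 in MPP3. The median was 0.02 in GMPs, reached by 155 of 10000 random lists, and 0.0077 without aged GMP replicate 2. It was 0.05 in MEPs, reached by 1 of 10000, and 0.01 without aged MEP replicate 2. In CLPs it was -0.13, with 37.3% of genes on the same side, below the random range of -0.03 to 0.02. It was -0.20 without aged CLP replicate 2 and -0.08 without aged CLP replicate 1.

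**Figure D3:**
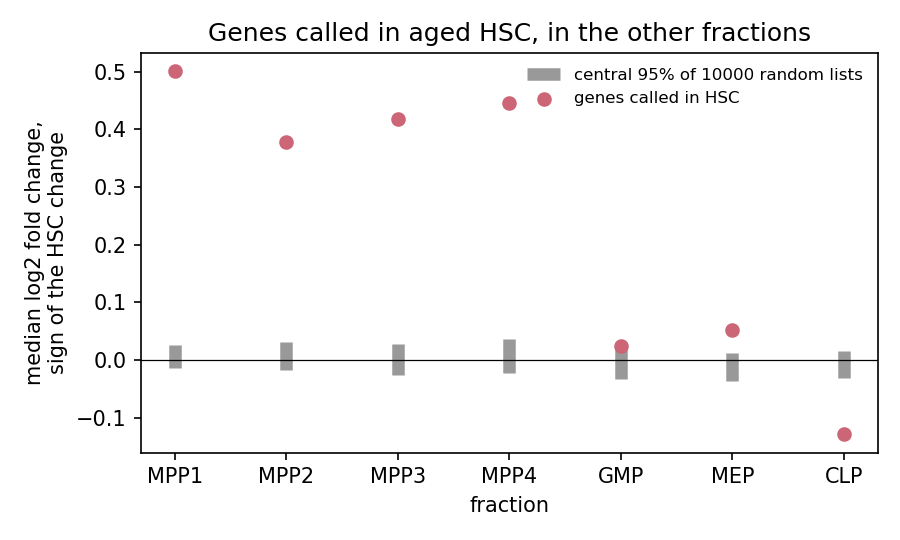
Points give the median log2 fold change with age, in 7 fractions, of the 764 genes called in HSCs, signed by the HSC change, and grey bars the central 95% of 10000 random lists of matched expression. The medians were 0.38 to 0.50 in MPP1 to MPP4, 0.05 in MEPs, 0.02 in GMPs and -0.13 in CLPs.

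By Fisher's exact test, 270 genes were higher in both aged HSCs and aged MPP1 where 24.9 were expected (odds ratio 34.7, adjusted p 1.98e-230), and 103 were lower in both where 4.91 were expected (55.5, adjusted p 5.42e-114). HSCs and GMPs shared 121 higher genes (52.5 expected, adjusted p 9.94e-19) and HSCs and MEPs 91 lower genes (27.5 expected, adjusted p 1.27e-26). These pairs had 87 and 108 genes called in opposite directions. Across all pairs of fractions the most such genes were 454 for MPP4 and GMPs and 438 for MPP3 and GMPs. HSCs and CLPs shared 51 higher genes (30.2 expected, adjusted p 2.90e-04) and 26 lower genes (11.1 expected, adjusted p 7.53e-05). Between these fractions 77 genes were called in the same direction and 177 in opposite directions. The excess over expectation thus does not show a shared change of HSCs and CLPs. MPP3 and MPP4 shared 912 higher and 472 lower genes, where 119 and 51.4 were expected. MPP3 and CLPs shared 28 higher genes, fewer than the 65.8 expected (adjusted p 6.34e-08), and 367 genes were called in opposite directions. They shared 126 lower genes, more than the 38.8 expected (adjusted p 2.98e-33). GMPs and MEPs shared 595 higher and 537 lower genes (128 and 149 expected). MPP2 and GMPs shared 69 higher genes, where 63.1 were expected (adjusted p 0.416).

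All of MPP1 to MPP4 had 367 genes higher and 171 lower in aged cells, of which 159 and 61 were also called in HSCs in the same direction. Another 15 genes were higher in one of the MPPs and lower in another. The mean age difference over MPP1 to MPP4 was called for 2681 genes higher and 2507 lower, and with DESeq2 size factors for 2417 and 2794. Aurka was higher in MPP1 to MPP4 by 0.58, 0.55, 0.78 and 0.70 (adjusted p 9.29e-04, 0.00115, 2.16e-05 and 4.19e-05), and Aurkb by 0.74, 0.63, 0.88 and 0.85. Calr (0.30, 0.27, 0.33 and 0.55) and Srsf2 (ENSMUSG00000034120.18, chromosome 11, 116849901 to 116853094, minus strand; 0.31, 0.28, 0.49 and 0.57) were higher in each MPP. In the opposite direction, Lmo2 (ENSMUSG00000032698.15, chromosome 2, 103957986 to 103981878, plus strand; -0.34, -0.23, -0.33 and -0.36) and Runx2 (ENSMUSG00000039153.16, chromosome 17, 44495987 to 44814797, minus strand; -0.46, -0.62, -0.54 and -0.47) were lower in each MPP. Irf5 was lower in MPP2, MPP3 and MPP4 (-0.75, -0.75 and -0.68), Notch1 in MPP3 (-0.83, adjusted p 0.00869), and Idh2 was called in MPP4 alone among the 8 fractions (0.32, adjusted p 0.00521). Calls in one fraction and not in another do not show that the fractions differ where that difference was not tested.

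Among the largest changes elsewhere, Bmpr1a rose in MPP1 (log2 fold change 5.07, adjusted p 2.24e-06) and Plscr2 in MPP2 (5.28, adjusted p 3.90e-09). Falls to 0 counts in both aged libraries were seen for Epx in MPP1, Ctsk in MPP2, Lepr in MPP3 and Prss34 in MPP4, by bounds of -4.71, -5.38, -5.48 and -5.63. With replicate number as a block the adjusted p of Ctsk was 0.0151, and with DESeq2 that of Lepr was 0.0252. Plscr2 rose by at least 5.17 in MPP4. Hist1h2ao in MPP3 (6.48) had 28 counts in one aged library and 2689 in the other, fell to 0.77 without aged MPP3 replicate 2, and belongs to a family of near-identical genes. Its adjusted p was 0.0339 with replicate number as a block and 0.0770 in a fit of the 4 MPP3 libraries alone. Adamts13 had 122 and 129 counts in young and 0 in both aged GMP libraries, while its levels were 9.87 to 24.0 CPM in the other fractions, where it was not called. H2-K2 in GMPs had 192 and 7 counts in the aged libraries, with a close relative in the genome. In CLPs, Naip6, which also has close relatives, rose from 0 counts to 158 and 80, and Prss34 fell from 15610 and 16148 counts to 0, at least -12.49 on the log2 scale. Cd79a fell in MEPs from 836 and 801 counts to 0, a bound of -7.64. Whether a count of 0 in both libraries of a group came from the cells or from the way StringTie assigned reads was not tested, so these falls and rises are changes in counts. Of genes called in the same direction in at least 7 fractions, Fcna and Hmox1 were lower in 8, and C4b, Bmpr1a and Hspa1a were higher in 7. Hspa1a has a near-identical neighbour.

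Whether age acted differently in HSCs than in MPP1 to MPP4 was tested directly. The age difference was greater in HSCs for 270 genes and smaller for 155. With offsets for GC content and gene length these numbers were 288 and 457, so the split between directions depended on that choice, and with DESeq2 size factors they were 337 and 113. The same test of CLPs against MPP1 to MPP4 called 1460 genes greater and 1739 smaller, and 1622 and 1612 with DESeq2 size factors. In CLPs, Lmo2 rose from 116 ± 0.531 to 179 ± 8.64 CPM (log2 fold change 0.65, adjusted p 1.09e-07), Runx2 by 0.50 (adjusted p 7.49e-04), Irf5 by 0.72 (adjusted p 0.00279, 0.47 without aged CLP replicate 1) and Stat3 by 0.71 (adjusted p 8.24e-06). Srsf2 was lower in aged CLPs (-0.32, adjusted p 5.42e-05), and Aurkb, at -0.36 (adjusted p 0.0139), was -0.54 without aged CLP replicate 2 and -0.19 without aged CLP replicate 1. Aurkb was called lower in aged CLPs by DESeq2 (adjusted p 8.60e-04), with the replicate block (0.00704), with offsets for GC content and gene length (0.00275), with both (0.00379) and with thinned counts (0.00715). In a fit of the 4 CLP libraries alone, Lmo2 (adjusted p 0.0167), Runx2 (0.0475), Irf5 (0.0447), Stat3 (0.0238) and Srsf2 (0.0417) were not called. With limma on the deposited normalized values, Runx2 (adjusted p 0.0923) and Irf5 (0.622) were not called.

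Of 77 tests of 7 gene lists, 42 had an adjusted p under 0.01 by camera. With fry the number was 57, none of the 42 being lost, and with an estimated correlation it was 15. Those 15 were the S phase list in MPP1, MPP3 and CLPs against MPPs, the G2M list in MPP3 and CLPs against MPPs, the aged HSC signature in HSCs, MPP1, MPP2 and HSCs against MPPs, the interferon list in CLPs and CLPs against MPPs, the platelet list in CLPs and both differences between fractions, and the immediate early and heat shock list in CLPs. With DESeq2 size factors each of the 77 tests kept its direction and its side of the threshold. The median log2 fold change of the 43 S phase genes was 0.34 in HSCs (adjusted p 2.07e-15), 0.57 in MPP1, 0.26 in MPP2, 0.49 in MPP3 and 0.41 in MPP4, against -0.26 in GMPs (adjusted p 2.38e-06), -0.20 in MEPs (adjusted p 0.00245) and -0.38 in CLPs (adjusted p 2.23e-16). In HSCs 14 S phase genes were called higher, and 26 when adjusted over the list alone. In CLPs 21 were called lower, and 33 when adjusted over the list alone. The median of the 54 G2M genes was 0.45 in HSCs (adjusted p 3.59e-14), 0.39, 0.36, 0.60 and 0.43 in MPP1 to MPP4, 0.53 in GMPs (adjusted p 5.28e-18) and 0.11 in MEPs (adjusted p 0.132, and 0.03 without aged MEP replicate 2). In CLPs it was -0.35 (adjusted p 2.07e-15), -0.52 without aged CLP replicate 2 and -0.21 without aged CLP replicate 1.

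**Figure D4:**
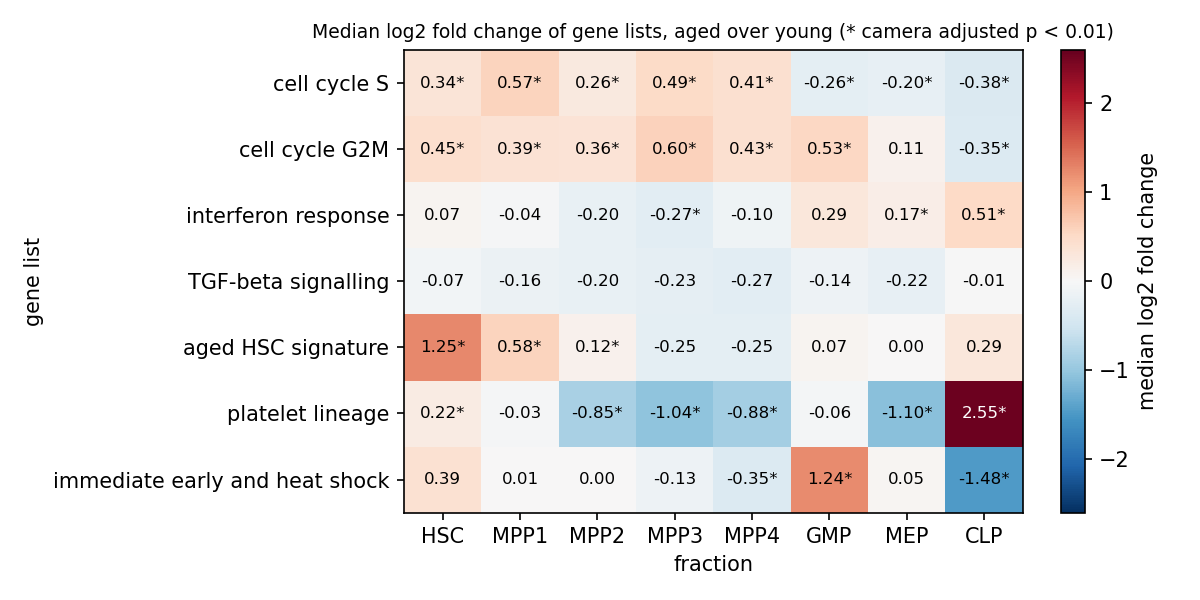
Each cell gives the median log2 fold change with age of a gene list (vertical axis) in a fraction (horizontal axis). An asterisk marks an adjusted p under 0.01 by camera with a preset correlation. The S phase list was positive in HSCs and MPP1 to MPP4 (0.26 to 0.57) and negative in GMPs, MEPs and CLPs, in this scaling and with DESeq2 size factors.

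The aged HSC signature, which came from general knowledge of such cells and is not independent evidence if it was first drawn from similar samples, had a median of 1.25 in HSCs (adjusted p 2.87e-58), with 53 of 53 genes above 0, 31 called higher and 37 when adjusted over the list alone. It was 0.58 in MPP1 (adjusted p 8.45e-21) and 0.12 in MPP2 (adjusted p 1.30e-05, 0.0157 with replicate number as a block, median 0.03 with genes at the floor set to their bound). The MPP2 median was 0.01 without young MPP2 replicate 1 and 0.22 without aged MPP2 replicate 1. In MPP3 and MPP4 it was -0.25 in each, while camera, which goes by the mean test statistic, gave a rise (adjusted p 0.484 and 0.456), with 9 genes called higher and 7 lower in MPP3 and 8 and 4 in MPP4. These medians were -0.15 without young MPP3 replicate 1 and -0.09 without young MPP4 replicate 1. The interferon list was higher in CLPs (0.51, adjusted p 3.39e-19) and in MEPs (0.17, adjusted p 0.00164, 0.0199 with the block and 0.0138 without a filter, median 0.05 without aged MEP replicate 2), lower in MPP3 (-0.27, adjusted p 0.00205) and 0.07 in HSCs (adjusted p 0.383, 0.04 without aged HSC replicate 1). In GMPs its median was 0.29 (adjusted p 0.0153 by camera, 7.17e-06 by fry and 3.83e-04 with offsets for GC content and gene length), and 0.17 without young GMP replicate 1. In MPP2 it was -0.20, with an adjusted p of 1.69e-04 by fry and 0.00676 with those offsets. The platelet list was higher in HSCs (0.22, adjusted p 0.00187, 0.0224 with the block and 0.0274 without a filter), lower in MPP2 (-0.85, adjusted p 4.18e-06), MPP3 (-1.04), MPP4 (-0.88) and MEPs (-1.10), and higher in CLPs (2.55, adjusted p 8.16e-20, 2.02 with genes at the floor set to their bound). By camera the smallest adjusted p of the TGF-beta list was 0.0139, in MEPs. By fry the list was lower with age in each of MPP1 to MPP4, in their mean (adjusted p 7.08e-07) and in MEPs (1.78e-06). By camera it passed the threshold with the block in MPP1 (0.00806) and MPP2 (0.00710) and with offsets for GC content and gene length in MEPs (0.00567). Its medians lay between -0.27 and -0.01. They moved by over 1.5 times without 1 library in 7 fractions, for example to 0.00 in MPP4 without young MPP4 replicate 1.

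Genes that respond to handling and stress also differed between fractions. The immediate early and heat shock list was higher in aged GMPs (1.24, adjusted p 2.65e-17, 1.17 with genes at the floor set to their bound), lower in aged CLPs (-1.48, adjusted p 2.29e-26) and lower in MPP4 (-0.35, adjusted p 0.00179, 0.0146 with the block), and it was 0.39 in HSCs (adjusted p 0.0185). Jun rose from 25.9 ± 3.76 to 547 ± 42.5 CPM in GMPs (log2 fold change 4.35, adjusted p 2.14e-11) and from 20.5 to 126 CPM in MEPs (2.63, adjusted p 4.99e-09). In HSCs its log2 fold change was 0.72 (adjusted p 0.0139), and it was called there by DESeq2 (adjusted p 0.00106) and in a fit of the 4 HSC libraries alone (0.00627). Its log2 fold change in CLPs was -0.45 (adjusted p 0.101), and -0.04 without aged CLP replicate 2. Fos rose from 14 to 609 CPM in GMPs (5.39, adjusted p 8.94e-11), rose from 0 counts to 910 and 782 in MEPs (at least 8.46), and fell from 2236 to 514 CPM in CLPs (-2.09, adjusted p 3.02e-06). In young HSCs Fos stood at 4767 CPM. Srsf2 fell from 1391 to 804 CPM in GMPs (-0.85, adjusted p 8.94e-11).

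Young GMP and young MEP libraries differed from the rest in their counts at and near 0. Genes with at least 20 counts in one duplicate and 0 in the other numbered 90 in young GMPs and 143 in young MEPs, against 14 to 35 in the other 14 groups. Genes with 1 to 3 counts numbered 422 to 470 in these 4 libraries and 754 to 946 in the other 28, with 796 to 926 in aged GMPs and MEPs. No label gives a preparation batch. If these 4 libraries form one, it holds young samples alone within each of the 2 fractions, so such a batch and age cannot be told apart in GMPs and MEPs, and each comparison of ages in these fractions carries that limit.

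Marker genes of other cell types were summed to describe what each library contained. Erythroid markers fell in CLPs from 2382 to 505 CPM, where the 2 aged libraries had 861 and 149, and their median log2 fold change lay between -3.78 and -0.91 in the 7 fractions other than HSCs, where it was 0.11. Neutrophil markers rose in HSCs from 74.6 to 339 CPM, with 6 of 11 genes called higher, and fell in MPP3 from 1275 to 243 and in CLPs from 645 to 138. Megakaryocyte and platelet markers rose in CLPs from 8.44 ± 0.919 to 124 ± 30.6 CPM, with 7 of 9 genes called higher. The sum of mature B and plasma cell markers rose in CLPs from 5005 to 9335 CPM while their median was -1.07, so members moved both ways, and in MEPs the sum fell from 318 to 92.7 CPM. That sum also rose in HSCs (751 to 1350 CPM), MPP1 (348 to 918), MPP2 (305 to 639), MPP3 (407 to 690) and MPP4 (312 to 659). In GMPs it went from 87.5 to 79.5 CPM. The sum of T cell markers rose in CLPs from 191 to 264 CPM while their median was -0.15. Fitted medians of marker lists depend on the prior count where genes are at 0 and are no bounds.

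**Figure D5:**
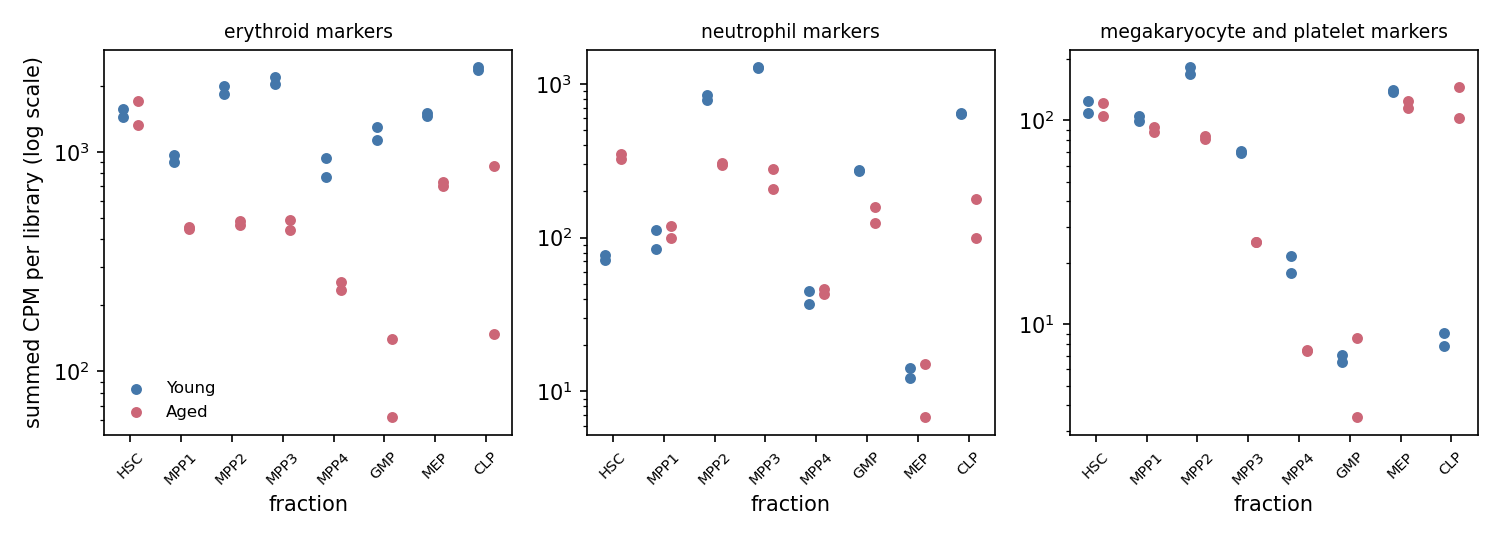
Points give the summed CPM (log scale) of erythroid, neutrophil, and megakaryocyte and platelet marker genes in each of the 32 libraries by fraction and age. Megakaryocyte and platelet markers in CLPs rose from a mean of 8.44 to 124 CPM, and erythroid markers there fell from 2382 to 505.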

Values the study reported

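The study called genes as differentially expressed at an adjusted p-value (q) below 0.01. In aged HSCs it reported 291 genes with higher and 127 genes with lower expression than in young HSCs. Over all fractions it counted 7711 genes that differed with age.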

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

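Each result in this part was picked out because a direct test showed that the effect of age differed between fractions. The tests of explanations in this part were chosen only after the result was seen.

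The age effect differed between HSCs and MPP1 to MPP4 for 425 genes. Each difference given for a gene or a list had an adjusted p under 0.01. Among named genes the difference in log2 fold change was 1.72 for Selp, 3.34 for Clu and -0.31 for Srsf2, which was higher with age in each MPP. Among lists it was 0.93 for the aged HSC signature (adjusted p 1.31e-21), 1.10 for platelet lineage (2.35e-15), 0.44 for immediate early and heat shock genes (2.38e-06) and 0.12 for interferon response (0.00518, and 0.0149 with replicate number as a block). By camera with an estimated correlation the adjusted p was 0.0971 for immediate early and heat shock genes and 0.0602 for interferon response. The median difference over all tested genes was 0.046. GC content and gene length were weighed for the aged HSC signature: with offsets for both its adjusted p was 1.45e-21, so a bias of that kind does not account for the whole difference. With those offsets 399 of the 425 genes were called again, among 745 genes, 288 greater and 457 smaller in HSCs. Age itself stays among the open explanations, and because marrow was pooled, differences between pools stay open as well.

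The age effect differed between CLPs and MPP1 to MPP4 for 3199 genes. For the cell cycle lists the difference was -0.83 for S phase (adjusted p 1.28e-34) and -0.84 for G2M (1.45e-30). It was 0.64 for interferon response (9.54e-14), 3.11 for platelet lineage (4.66e-17) and -1.04 for immediate early and heat shock genes (4.34e-12). By camera with an estimated correlation the adjusted p of the immediate early and heat shock list was 0.0324. For named genes it was 3.33 for Selp (a fitted value, since young CLPs were at the floor), 2.42 for Clu, -0.93 for Aurka, -1.13 for Aurkb, -0.40 for Calr and -0.73 for Srsf2. It was 0.96 for Lmo2, 1.03 for Runx2, 1.37 for Irf5, 1.02 for Notch1 and 0.78 for Stat3. The G2M median in CLPs depended on single libraries, with -0.52 without aged CLP replicate 2 and -0.21 without aged CLP replicate 1.

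A bias by GC content or gene length was tested for the cell cycle lists. With offsets for both, the adjusted p of the difference between CLPs and MPPs was 5.29e-34 for S phase and 2.10e-31 for G2M, against such a bias as the whole cause. A smaller share of dividing B cell progenitors in aged CLPs may lower the same genes. The B cell progenitor list, of which 11 of 12 genes reached 20 CPM in young CLPs, had a median of -0.83 in CLPs with 5 genes called lower, while its summed level went from 3488 to 3166 CPM. Because CLPs express that list themselves, this source and a change within CLPs cannot be told apart. Age stays open.

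For the platelet list in aged CLPs, carry-over of HSCs and a loss of the main cell type were weighed. Of 26 tested genes, 6 rose in aged CLPs by more than their whole level in aged HSCs, among them Pf4 (445% of the HSC level) and Ppbp (1120%), while 32 abundant HSC genes allowed a median share of 0.208%, so HSCs are not a sufficient source. Erythroid and neutrophil markers fell (medians -2.18 and -2.23), which argues against an equal rise of every other cell type. Summed mature B and plasma cell markers rose from 5005 to 9335 CPM and T cell markers from 191 to 264, with medians of -1.07 and -0.15. Other cell types can change separately, so these lists cannot decide whether the share of the main cell type was lower. Cells or RNA of the megakaryocyte and platelet line, whose markers rose from 8.44 to 124 CPM, and a change with age within CLPs stay open and untested.

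For immediate early and heat shock genes, a single difference in handling between the young and the aged sort would move the list one way in the fractions, but its median was 1.24 in GMPs and -1.48 in CLPs. Handling that differed from group to group may still have moved these genes. The median log2 CPM of the list ranged over 5.69 between the 8 young groups and 4.44 between the 8 aged groups, and no label gives the day or the order of sorting, so group and handling cannot be told apart.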

How the results depend on the processing

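Of the results that answer a comparison, 254 values under other settings kept their direction and side of the threshold or moved little, 25 moved, 37 were weaker, 21 stronger and 1 reversed. For the other results the numbers were 1608, 262, 46, 29 and 6. List directions are those of the tests, which go by the mean statistic of a list and can differ from the sign of its median. The 7 that reversed were past the threshold neither before nor after: the G2M list for HSCs against MPPs with fry (adjusted p 0.865), interferon in MPP1 without a filter (0.874) and with offsets for GC content and gene length (0.921), and, with the replicate block, the aged HSC signature in MPP3 (0.616) and the platelet list in MPP1 (0.763). The G2M test turned up and the other 4 turned down. Stat3 for the mean over MPPs went to log2 fold changes of 0.047 with the offsets and 0.045 with offsets and block. Values near 0 without a test also changed sign without 1 library, such as Idh2 in HSCs (0.04 without aged HSC replicate 1) and the interferon median in MPP1 (0.02 without aged MPP1 replicate 2). Unless stated, the cause of a change was not tested.

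The balance of higher and lower genes turned to the other side in 26 of 129 alternative counts, 6 of them for the mean over MPPs, 4 in GMPs, 3 in each of MPP3, CLPs and CLPs against MPPs, 2 in each of MPP2, MPP4 and HSCs against MPPs, and 1 for genes called in all of MPP1 to MPP4. It turned in 0 of the alternatives for HSCs, MPP1 and MEPs.

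Counts of calls moved by over 1.5 times in these cases. DESeq2 on all libraries called 1414 genes in HSCs, 1673 in MPP1, 1901 in MPP2, 1135 for HSCs against MPPs and 964 in all of MPP1 to MPP4. edgeR on the 4 libraries of a fraction alone called 207 in HSCs, 2421 in MPP1, 3336 in MPP2, 1294 in MPP3, 1458 in MPP4, 1149 in GMPs, 734 in MEPs and 128 in CLPs. These fits estimate the dispersion from 4 libraries in place of 32. DESeq2 on the 4 libraries alone, an alternative chosen after seeing the data, called 423 in HSCs, 2577 in MPP1, 2013 in MPP2 and 1607 in MEPs. The fit of the 16 MPP libraries alone called 2094 in MPP1, 2361 in MPP2, 3423 in MPP3 and 3856 in MPP4. By construction more genes passed an adjusted p under 0.05: 1587 in HSCs, 1846 in MPP1, 2171 in MPP2, 3412 in MPP3, 3665 in MPP4, 4170 in GMPs, 4636 in MEPs, 2612 in CLPs, 1166 for HSCs against MPPs and 1099 in all of MPP1 to MPP4. By construction fewer passed with an absolute log2 fold change of at least 1: 259 in HSCs, 150 in MPP1, 231 in MPP2, 415 in MPP3, 427 in MPP4, 574 in GMPs, 1045 in MEPs, 464 in CLPs, 581 for the mean over MPPs, 170 for HSCs against MPPs, 827 for CLPs against MPPs and 60 in all of MPP1 to MPP4. limma on the deposited normalized values, run where its columns could be matched, called 1590 in GMPs and 438 in CLPs. Offsets for GC content and gene length raised the calls for HSCs against MPPs to 745.

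Replicate numbers pair no mice, and the correlation across genes between the replicate difference in young and that in aged cells was -0.056 to 0.070 over the 8 fractions. With that number as a block, 636 genes were called in HSCs and 504 in all of MPP1 to MPP4, against 764 and 538, and 275 of the 425 genes for HSCs against MPPs were called again. The block changed no count by over 1.5 times. Of 77 list tests it made 5 weaker (the aged HSC signature in MPP2, interferon in MEPs and for HSCs against MPPs, the platelet list in HSCs, and immediate early and heat shock genes in MPP4) and 2 stronger (TGF-beta in MPP1 and MPP2), and of 98 named gene results 3 weaker and 1 stronger.

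For lists, camera with an estimated correlation gave weaker results. For S phase the adjusted p was 0.0394 in HSCs, 0.0762 in MPP2, 0.0280 in MPP4, 0.179 in GMPs, 0.406 in MEPs, 0.0335 in CLPs and 0.0106 for the mean over MPPs. For G2M it was 0.0407 in HSCs, 0.0289 in MPP1, 0.0335 in MPP2, 0.0346 in MPP4, 0.0280 in GMPs, 0.0335 in CLPs and 0.0146 for the mean over MPPs. With GC and length offsets S phase in MEPs was weaker (0.0264) and G2M in MEPs stronger (0.00567). Of the 77 list tests, 42 passed with DESeq2 size factors, 40 without a filter, 57 with fry and 46 with the offsets.

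The change of HSC genes in other fractions moved with the way they were called. With an adjusted p under 0.05 the medians were 0.40 in MPP1, 0.31 in MPP2, 0.34 in MPP3, 0.36 in MPP4 and 0.0058 in MEPs. With HSC genes from DESeq2 they were 0.42, 0.33, 0.36, 0.39 and 0.0069. With DESeq2 size factors they were 0.50 in MPP1, 0.37 in MPP2, 0.41 in MPP4 and 0.020 in MEPs. Leaving out 1 library at a time gave 0.51 to 0.53 in MPP1, 0.38 to 0.40 in MPP2, 0.41 to 0.46 in MPP4, 0.012 to 0.052 in MEPs (lowest without aged MEP replicate 2) and -0.20 to -0.077 in CLPs (without aged CLP replicates 2 and 1). So the MPP medians stayed above 0 in each setting tried, and the MEP median came near 0. Counts of calls have no value without 1 library, since its group then has no duplicate. The ratio of age to duplicate distance in MPP2 was 2.31 over genes with at least 20 CPM.

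Of 98 named gene results, each kept its call with DESeq2 size factors and without a filter. DESeq2 made 2 weaker and 2 stronger, the offsets 1 stronger and thinning 1 stronger. In fits of 4 libraries alone 14 of 83 were weaker and 1 stronger. Those fits differ in construction by fewer libraries and by a dispersion from the fraction alone. With limma on the deposited normalized values 5 of 31 were weaker. Depth limits genes at 0 counts, where changes are bounds.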

Other observations

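Of the tests in this part, those on depth, on HSC duplicates, on GC content for the calls shared by the MPPs and on other splits of the samples were chosen in advance. The tests on cell types, on the young GMP and MEP libraries and on the sets of libraries fitted were chosen only after the result was seen. The macrophage, B cell progenitor, basophil and mast cell, and red cell lists were also written then.

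The number of genes higher in aged HSCs was 529 here. That is more than the study reported. The number of genes lower in aged HSCs was 235 here. That is also more than the study reported.

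HSCs had the fewest calls of the 8 fractions both here and in the authors' deposited tables. That order depended on the setting: with an absolute log2 fold change of at least 1 in addition, MPP1 (150) and MPP2 (231) had fewer than HSCs (259), and in fits of 4 libraries alone CLPs (128) had fewer than HSCs (207). A fit of the 4 HSC libraries alone is a candidate explanation for the small number in the authors' deposited table for HSCs: DESeq2 called 1414 genes with the 32 libraries in 1 fit and 423 with the 4 HSC libraries. Different sets of libraries do not account for HSCs being fewest, since DESeq2 called at least 1673 genes in each other fraction in the fit of 32 libraries and at least 1056 in fits of 4. Lower depth was tested for the calls made here. With every library thinned to the smallest total, 747 genes were called in HSCs and at least 951 in each of the other fractions, so depth does not account for the order. A larger difference between HSC duplicates was tested as well. It was 0.576 in aged HSCs against at most 0.519 in MPPs, but GMPs, MEPs and CLPs had larger duplicate differences and more calls, and the age difference of HSCs (0.738) was below that of MPP3 (0.782) though above those of MPP1 (0.631), MPP2 (0.674) and MPP4 (0.724). The values set in advance were met against MPP1, MPP2 and MPP4, and the question was left open after the values had been seen. Whether age has a smaller effect in HSCs stays open.

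Of the 538 genes called in one direction in all of MPP1 to MPP4, 498 (92.6%) kept that call with offsets for GC content and gene length, against such a bias as the whole cause. Of 100 splits drawn from the 648 that divide the 4 libraries of each MPP fraction evenly, 1, the real one, gave as many calls for the mean age difference (6648 genes in a fit of the 16 MPP libraries). The next 2 gave 2852 and 865 genes, both with 3 of 4 fractions divided by age. These tests leave a difference with age as a hypothesis, limited by the pooling of mice.

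Several genes lower in aged cells of at least 7 fractions, such as Fcna and Hmox1, are known from macrophages, so less macrophage RNA in the aged libraries was tested as a candidate explanation. Over HSCs, MPP1 to MPP4, GMPs and CLPs, 87 of 91 values of 13 list genes, which include neither Fcna nor Hmox1, were below 0. Their sum fell from 293 to 67.9 CPM in CLPs but was 763 and 768 CPM in HSCs. Of 14 genes on the list, 3 reached 20 CPM in young HSCs and 6 in young CLPs. Erythroid markers fell in the progenitor fractions, and a separate red cell list was used to test for less red cell RNA, because a first test on the erythroid markers themselves was void. Over MPP1 to MPP4, GMPs and CLPs, 58 of 72 values were below 0. Medians were -0.35, -1.97, -2.11 and -0.57 in MPP1 to MPP4, -0.94 in GMPs and -0.30 in CLPs. Of 12 red cell genes, 11 reached 20 CPM in young MEPs, 5 in HSCs and 3 in CLPs. Less macrophage material in the aged sorts may thus contribute to these falls, while changes within the sorted cells stay open. For red cells the values were mixed, and a contribution stays open. Erythroid sums fell from 2119 to 467 CPM in MPP3 and from 2382 to 505 in CLPs. Red cell sums there went from 410 to 316 and from 224 to 182 CPM. In MEPs, outside that count, erythroid markers fell from 1482 to 712 CPM while the red cell sum rose from 3052 to 3246. In GMPs the unchanged red cell sum goes against red cells as the source, although the list median there was negative.

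In aged MEPs, 249 genes were higher and 796 lower with an absolute log2 fold change of at least 1. B cell progenitors in the young MEP libraries are a candidate explanation for part of this: 10 of 12 list genes were called lower in aged MEPs, and their sum fell from 235 ± 9.70 to 4.42 ± 1.09 CPM. Of the 12 genes, 5 reached 20 CPM in young MEPs and 0 in young HSCs. Likewise, 7 of 9 basophil and mast cell genes were called lower in aged CLPs, where Prss34 fell to 0, and their sum fell from 494 to 11.6 CPM. Basophil or mast cell progenitors in the young CLP libraries may be the source. Of the 9 genes, 5 reached 20 CPM in young CLPs and 4 in young GMPs. A true loss of such transcripts with age was not tested.

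The young GMP and young MEP libraries had more genes at 0 in one duplicate and well counted in the other (90 and 143) than any other group. Lower depth is argued against, since their smallest total was 14548313 counts and the median of the other libraries 13377033. Another preparation or another day for these 4 libraries is a candidate explanation: they had at most 470 genes with 1 to 3 counts, and every other library had at least 754. That test was picked after both patterns had been noticed, no label gives a batch, and within GMPs and MEPs such a batch and age cannot be told apart.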
